# Genome-wide chromatin accessibility and gene expression profiling during flatfish metamorphosis

**DOI:** 10.1038/s41597-023-02111-4

**Published:** 2023-04-08

**Authors:** Laura Guerrero-Peña, Paula Suarez-Bregua, Alejandro Gil-Gálvez, Silvia Naranjo, Luis Méndez-Martínez, Ricardo Tur, Pablo García-Fernández, Juan J Tena, Josep Rotllant

**Keywords:** Chromatin, Transcriptomics

## Abstract

Metamorphosis is a widely studied post-embryonic process in which many tissues undergo dramatic modifications to adapt to the new adult lifestyle. Flatfishes represent a good example of metamorphosis in teleost fishes. During metamorphosis of flatfish, organ regression and neoformation occur, with one of the most notable changes being the migration of one of the eyes to the other side of the body. In order to create a useful and reliable tool to advance the molecular study of metamorphosis in flatfish, we generated a chromatin accessible atlas as well as gene expression profile during four developmental stages ranging from a phylotypic to a post-metamorphic stage. We identified 29,019 differentially accessible chromatin regions and 3,253 differentially expressed genes. We found stage-specific regulatory regions and gene expression profiles, supporting the quality of the results. Our work provides strongly reproducible data for further studies to elucidate the regulatory elements that ensure successful metamorphosis in flatfish species.

## Background & Summary

Metamorphosis is a widely studied post-embryonic process that allows a larva to adapt to the new demands of adult life. An organism that has to cope with two completely different lifestyles must undergo many morphological, physiological and behavioral changes in a very short period of time^1^. Flatfish undergo one of the most dramatic metamorphoses known in teleosts, in which a symmetrical pelagic larva becomes an asymmetric benthic juvenile^2^, facing internal and external changes such as remodeling of the craniofacial complex^3^, eye migration^4,5^ or redistribution of the skin pigmentation^6^. Although flatfish metamorphosis is well described and the central role of thyroid hormone is well established^7–9^, few data are available on the regulation of possible specific target genes in the context of the gene network responsible for metamorphic remodeling of larval tissues. We emphasize the importance of a thorough understanding of the gene regulation of metamorphosis process in flatfish as they are a group of fish of great economic value in the aquaculture industry.

Metamorphosis, as a biological process based on a perfect orchestration of gene repression and activation for downstream events, requires a high transcriptional regulation^10^. DNA packing is known to leave closed or open chromatin domains that act as biologically inactive or active regions, respectively. Thus, open region of chromatin (i.e., promoters, enhancers and other regulatory elements) are accessible to transcriptional and epigenetic machinery that contributes to the cellular phenotypes^11,12^. Some studies in anurans suggest that transcriptional regulation and chromatin accesibility are key drivers of metamorphosis^13^, and for this reason experimental assays based on transcriptomics and epigenomics are essential to fully understand this process.

ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing)^11^ is a rapid and sensitive method for probing DNA accessibility that can be used as a proxy for the identification of active genomic events, mainly promoters and enhancers. These data, combined with a transcriptome, generate a perfect set of reliable tools for the study of gene regulation at different strata. Thus, we created, for the first time, an atlas of chromatin accessibility at four developmental stages in a commercially important flatfish, turbot (*Scophthalmus maximus*). We selected a specific time window in turbot development, including in our timeline the phylotypic (3dpf; days post fertilization), pre-metamorphic (15dph; days post hatching), climax of metamorphosis (23dph) and post-metamorphic (37dph) stages. Through a comprehensive analysis of our data, we obtained strong stage-specific concordance results for RNA-seq and ATAC-seq profiling. This complete and reliable dataset will become a useful tool for future studies focused on metamorphosis in different model organisms.

## Methods

### Sample collection

Four different stages of turbot metamorphic development were selected: phylotypic (3dpf), pre-metamorphic (15dph), climax of metamorphosis (23dph) and post-metamorphic (37dph) stages, following the morphological criteria described by Al-Maghazachi and Gibson^14^ and Suarez-Bregua^15^ (Fig. 1a). Two independent biological replicates per stage were sampled for RNA-seq and ATAC-seq. Fish were euthanized with a lethal dose of MS-222 (0,25 mg/ml for 30–40 min)^16^ (Sigma-Aldrich, Saint Louis, MO, USA). Specimens from metamorphic stages (15, 23 and 37 dph) were dissected cutting off the last third of the body from the cloaca (Fig. 1a), as a way to eliminate the least variable part of the body. For specimens of phylotypic stage, the whole animal was used. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the IIM-CSIC Institute in accordance with the Spanish regulations (RD53/2013) and European animal directive (2010/63 UE) for the use and protection of experimental animals.

**Fig. 1:**
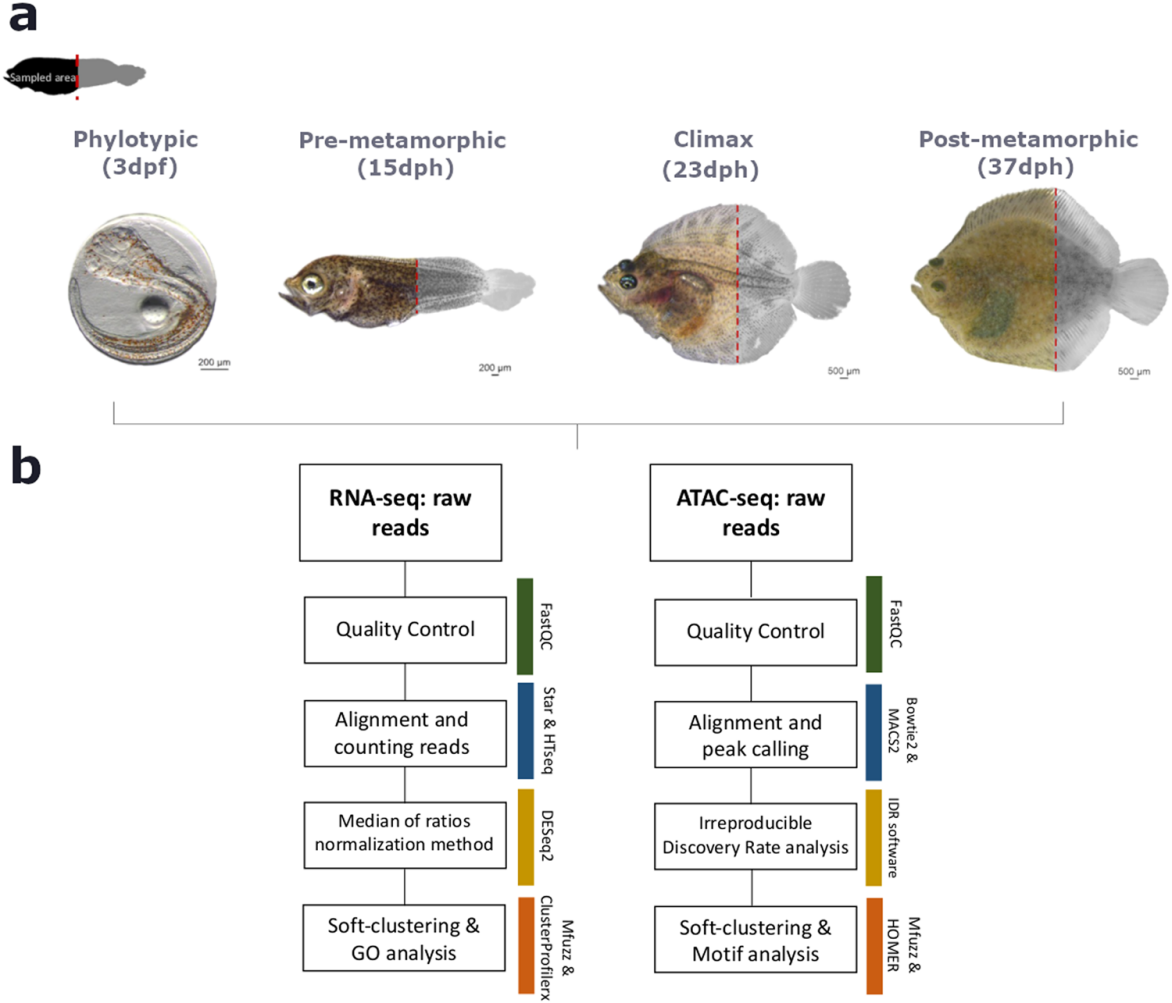
Summary of the experimental method and data analysis. (**a**) Fish samples collected and sampled areas of each turbot stage for RNA-seq and ATAC-seq, from left to right: 3dpf, 15dph, 23dph, 37dph. (**b**) Analysis workflow for RNA-seq and ATAC-seq profiles. dpf, days post fertilization; dph, days post hatching.

### RNA extraction and sequencing

Up to 30 mg of tissue from each fish (n = 8) was fixed in RNAlater (Thermo Fisher Scientific, USA). Tissue from metamorphic stages (15, 23 and 37 dph) and from whole 3 dpf individuals were disrupted and homogenized in Trizol reagent (Ambion). Total RNA was extracted and purified using the RNeasy Mini Kit (Qiagen) with DNase digestion treatment (Qiagen, Germany). Both RNA concentration and RNA integrity were checked on a Qubit 4 fluorometer (Thermo Fisher Scientific, USA) and Agilent 2100 bioanalyzer (Agilent Technologies, USA), respectively. Libraries were prepared using TruSeq Stranded mRNA LT Sample Prep Kit and sequenced by Illumina HiSeq4000 with paired end 100 bp reads.

### Transcriptome data analysis

Raw reads quality was validated using FastQC v0.11.8 and adapter sequences from the sequencing process were removed using Trimmomatic^17^. Clean reads were mapped to the most current turbot genome assembly (ASM1334776v1) using STAR v2.7.9a software^18^. HTseq-count v2.0.2^19^ was used to calculate the number of aligned reads overlapping each gene and a raw count matrix was generated. The count matrix was used as input data for DESeq. 2 R package v1.26.0^20^ to obtain normalized counts using median ratio method. Hierarchical clustering was perfomed to check the expression pattern along the developmental stages. We selected a set of genes showing specific gene overexpression using Mfuzz R library^21^. In addition, we performed gene ontology enrichment using the R package ClusterProfiler v3.14.3^22^ (Fig. 1b).

### ATAC-seq protocol

Two biological replicates were performed for each stage (n = 8). The 3dpf specimens were rinsed twice with cold 1X PBS and dechorionated with 1 mg/ml pronase in 1X PBS for 4 h at room temperature. Specimens from each developmental stage were rinsed in 1X PBS and tissues were dissociated into individual cells by incubation with 0.125% colagenase in 1X PBS to 37 °C. Incubation times were 9, 20, 40 and 90 min for 3 dpf, 15, 23 and 37 dph turbot. Then, about 75,000 cells cells were lysed by adding lysis buffer (10 mM Tris, pH7.5, 10 mM NaCl, 3 mM MgCl2, 0.1% NP40) and were used for transposition reaction (25 µl, 2x TD buffer, 2.5 µl Transposase and 22.5 µl of nuclease free water) in a total volume of 50 µl for 30 min at 37 °C. Finally, the DNA transposed was purified using a Qiagen MinElute Purification Kit, amplified with primers containing barcodes and purified again with Qiagen MinElute Purification Kit. Libraries were sequenced by Illumina HiSeq4000 with 100 bp paired-end reads.

### ATAC-seq data analysis

A standard pipeline was used to performed ATAC-seq data analysis^11^ (Fig. 1b). Reads were aligned to *S. maximus* genome assembly (ASM1334776v1) using Bowtie2 v2.4.5^23^ with parameters -t–no-unal–no-mixed -X 2000. Position- 4 (reverse strand) or + 5 (forward strand) was determined from the start of the read and extended 5 bp in both directions as the position of the Tn5 cleavage site. MACS2 v2.2.6 software, using the parameters–nomodel–extsize 100–shift −45, was used to perform peak calling and Irreproducible Discovery Rate (IDR) method was used to measure the consistency between replicates. We performed read normalization on the peaks to our ATAC-seq dataset to account for both sample quality and read depth. For clustering ATAC-seq peaks depending on their activity at each stage we used the R package Mfuzz v2.56.0^21^. Motif enrichment analysis of the previously selected peaks clusters was performed using the program FindMotifsGenome.pl form the Homer v.3.1 tool suite.

## Data Records

All datasets from 8 samples belonging to the four developmental stages have been submitted to the NCBI Gene Expression Omnibus (NCBI GEO). Raw files in fastq format and processed files for RNA-seq and ATAC-seq are accessible through the GEO Series accession numbers GSE215395^24^ and GSE215396^25^, respectively.

## Technical Validation

### RNA-sequencing reproducibility control

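RNA from 8 turbot was sequenced, with 2 biological replicates at each of 4 developmental stages. The phylotypic stage was sampled as whole animals at 3 dpf, and the pre-metamorphic (15 dph), climax (23 dph) and post-metamorphic (37 dph) stages as bodies cut at the cloaca to remove the hind part, so the comparison of 3 dpf with the later stages is also a comparison of whole animals with partial bodies. Stranded, poly(A)-selected libraries were read in pairs. The authors removed adapters, mapped the clean reads with STAR 2.7.9a and counted reads on genes with HTSeq-count 2.0.2, and they deposited 1 table of raw, unnormalized counts per library. Each table lists 21263 Ensembl gene identifiers, of which 1057 had a count of 0 in all 8 libraries. The counts assigned to genes were 20107327 and 21627706 for the replicates of 3 dpf, 20837710 and 21365868 for 15 dph, 22150112 and 19077018 for 23 dph, and 19194598 and 24633023 for 37 dph. The median was 21101789, and these gene counts are the depth behind every value computed from the tables. Differences between stages were tested with edgeR's quasi-likelihood test after TMM normalization on the 18987 genes that passed edgeR's filter on low counts. All 8 libraries entered one fit with a mean for each stage, which left 4 residual degrees of freedom and one estimate of the spread shared by the stages. Correlations used counts normalized by the median ratio method, and distances used variance-stabilized counts. Choices that could change the numbers include the normalization, the filter on low counts, the libraries and the weights that enter a fit, the genes used for distances and the criterion for a peak of expression.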

The number of reads of the sequenced libraries range from 26,101,608 to 33,672,101. Adapters and low-quality sequences were filtered out to ensure good quality analyses, and more than 99% of clean reads were obtained. Reads with a phred quality score above 30 (Fig. 2a), a GC content with a normal distribution and a sequence length of 100 bp were mapped against turbot genome. The mapped sequences ranged from 80% to 90% (Table 1).

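The counts on genes, the reads with no feature and the ambiguous reads of each count table were added up as the number of reads the table places at 1 position of the genome. The sum was 25557539 and 27643279 for replicates 1 and 2 of 3 dpf, for which the paper's Table 1 gives 27643279 and 26143695 mapped reads. For 15 dph it was 26401022 and 27050417, and the paper's values are 29379090 and 27050421. For 23 dph it was 27541760 and 24332582, and the paper's values are 24701121 and 27541761. For 37 dph it was 23483848 and 30376726, and the paper's values are 23483848 and 30376727. The paper's values for replicate 2 of 3 dpf and replicate 1 of 15 dph equal its clean reads, although it lists 89.05% and 89.86% as mapped. For replicate 1 of 15 dph, the clean reads and that percentage give 26400050 mapped reads. Of all aligned entries in a table, between 74.1% and 76.5% were counted on a gene, between 15.3% and 18.9% had no feature and between 1.63% and 2.57% were ambiguous.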

**Fig. 2:**
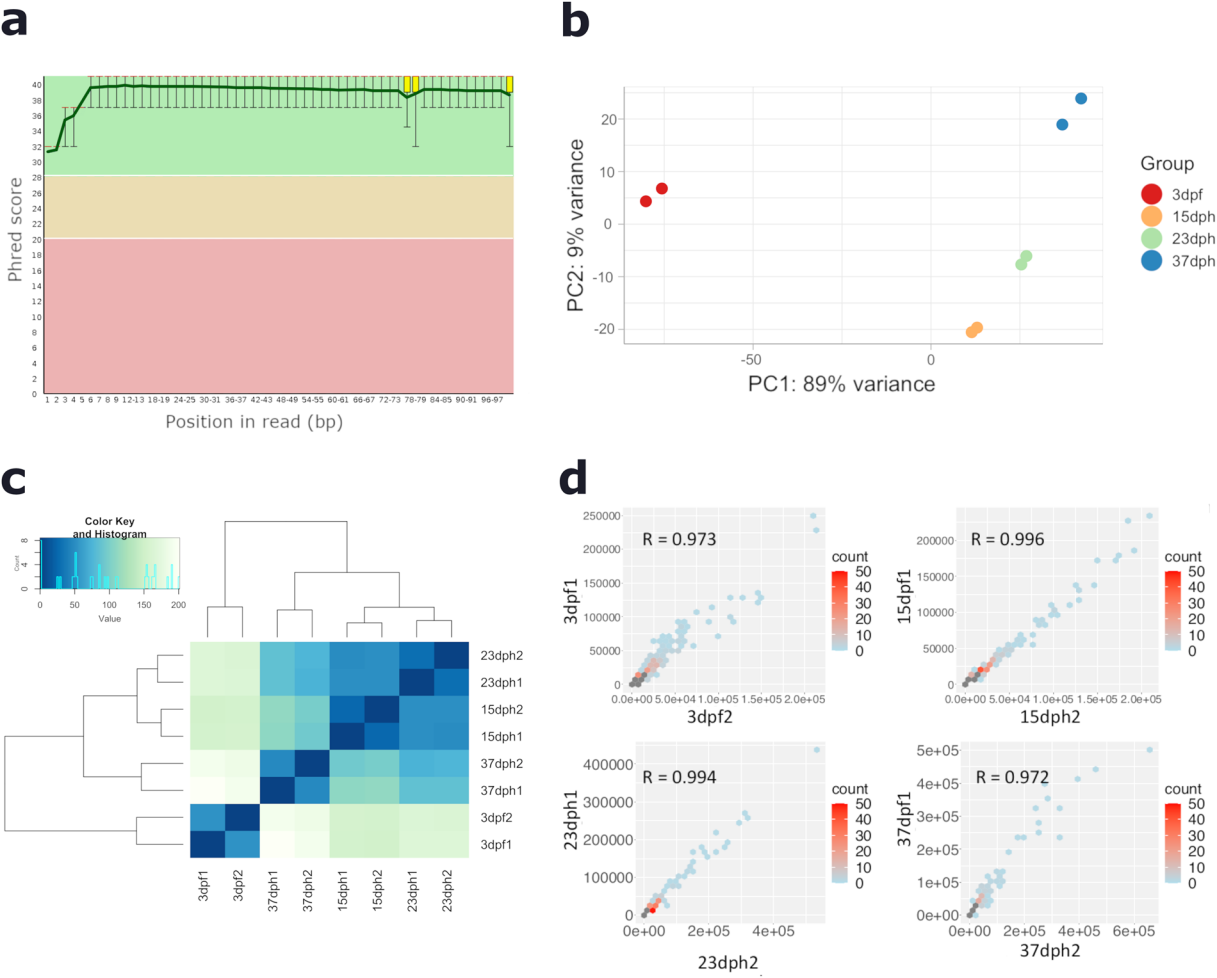
Quality metrics of RNA-seq data. (**a**) Range of quality values across bases at each position of RNA sequencing data. (**b**) PCA plot showing similarities between samples of the 8 RNA-seq profiles. (**c**) Heatmap sample-to-sample distance between the 8 RNA-seq samples. (**d**) Pearson’s correlation between biological replicates.

**Table 1:** RNA-sequencing summary showing statistical values.

	N raw reads	Clean reads	%Clean reads	N mapped	% mapped
**3dpf1**	29940119	29932601	99.97	27643279	92.35
**3dpf2**	26147847	26143695	99.98	26143695	89.05
**15dph1**	29381469	29379090	99.99	29379090	89.86
**15dph2**	30097489	30095212	99.98	27050421	89.88
**23dph1**	27672397	27670706	99.99	24701121	89.27
**23dph2**	30545076	30542727	99.99	27541761	90.17
**37dph1**	26101608	26093827	99.97	23483848	90.00
**37dph2**	33672101	33668661	99.98	30376727	90.22

After verifying that our samples showed good correlation (Fig. 2b,c and d), we examined the reproducibility of replicates by Pearson’s correlation, obtaining correlation coefficients above 0.9 for all stages (Fig. 2d), revealing a high reliability of the RNA sequencing data. Furthermore, we observed that replicates clustered by stage and, as expected, the earliest stage (3 dpf) was at a greater distance from the rest of the samples (15, 23 and 37 dph) (Fig. 2b,c). 

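Across the 21263 genes, Pearson's r between the normalized counts of the replicates was 0.973 at 3 dpf, 0.996 at 15 dph, 0.994 at 23 dph and 0.972 at 37 dph. Between libraries of different stages r ranged from 0.413 to 0.947 over 24 pairs, so each replicate pair had a higher r than any pair of libraries from different stages. These correlations are across genes, which are not independent replicates, and on this linear scale abundant genes weigh most. The setting that moved r most was log2(normalized count + 1) at 3 dpf and 37 dph, with 0.986 and 0.985, log2 CPM at 15 dph, with 0.992, and leaving out the 20 most abundant genes at 23 dph, with 0.988. Without those genes r fell to 0.962 at 37 dph. On log2(normalized count + 1), pairs from different stages reached 0.983. A chi-square test of the counts was used only to check that no library had been deposited more than once. The chi-square per degree of freedom was 56.7 at 3 dpf, 7.51 at 15 dph, 11.5 at 23 dph and 46.4 at 37 dph, so each pair was counted as 2 libraries. The biological coefficient of variation estimated by edgeR within each pair was 22.0% at 3 dpf, 8.15% at 15 dph, 10.1% at 23 dph and 19.7% at 37 dph. From the correlation coefficients, the paper concludes that the RNA sequencing data are reliable.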

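Euclidean distances were computed between the libraries on the variance-stabilized counts of 19722 genes with at least 10 counts in total. The 12 distances between a 3 dpf library and a library of a later stage ranged from 208.9 to 275.6, with a mean of 236 ± 23.8 (SD). The 12 distances between libraries of different later stages ranged from 66.9 to 145.7, with a mean of 102 ± 28.9 (SD), and none reached the smallest distance from 3 dpf. The ratio of the 2 means was 2.31, and it was 2.90 on the 2000 most variable genes, the setting that moved it most. Replicates lay 64.3 apart at 3 dpf and 62.4 apart at 37 dph. The first principal component of the 500 most variable genes held 90.0% of the variance and the second 8.37%. Hierarchical clustering into 2 groups placed both 3 dpf libraries in one group and the other 6 libraries in the other.

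**Figure D1:**
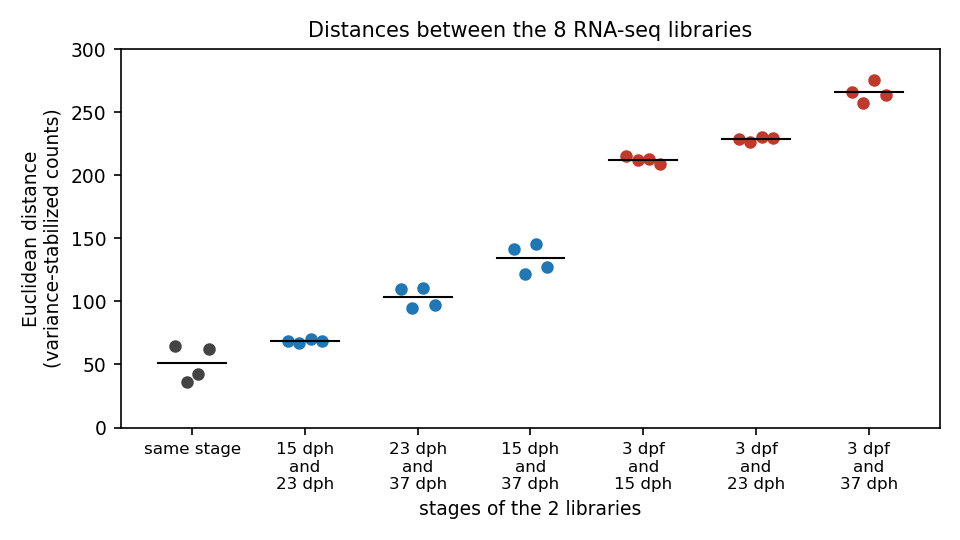
Euclidean distance on variance-stabilized counts (y axis, no unit) for each pair of the 8 libraries, grouped by the stages of the pair (x axis). Each point is 1 pair of libraries and each line the mean of the group. Pairs with 1 library of 3 dpf lie between 208.9 and 275.6, above all other pairs.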

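The libraries of 15 dph and 23 dph were the closest of any 2 stages, with a mean distance of 68.6 ± 1.43 (SD, 4 pairs of libraries). Among the later stages these 2 were also the closest in age, and distances were not scaled by age. The replicates of 15 dph lay 36.2 apart and those of 23 dph 42.5 apart, so the distance between these stages exceeded that between their replicates, 1.74 times the mean of the 2 replicate distances. The mean distance was 103 ± 8.37 (SD, 4 pairs) between 23 dph and 37 dph and 134 between 15 dph and 37 dph, where the 4 pairs ranged from 122 to 146. Clustering into 3 groups joined the 4 libraries of 15 dph and 23 dph and set those of 37 dph apart. In the edgeR test, 319 of the 18987 genes differed between 15 dph and 23 dph with a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 1 in size, which is 1.68% of the genes tested. Between 23 dph and 37 dph 2284 genes differed and between 15 dph and 37 dph 4133. The count between 15 dph and 23 dph rose to 836 in limma's voom with a weight for each stage, an alternative chosen after seeing the data, and fell to 173 among genes with at least 10 counts in every library.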

The pre-metamorphic (15 dph) and climax (23 dph) stages clustered together indicating that both stages have similar gene expression profiles. This fact suggests that the metamorphosis process at the transcriptomic level started before the morphological changes are detectable.

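By the same criterion, 7346 genes differed between 3 dpf and 15 dph, 7572 between 3 dpf and 23 dph and 9203 between 3 dpf and 37 dph. From 3 dpf to 15 dph 4637 genes rose and 2709 fell. From 15 dph to 23 dph 281 genes rose and 38 fell, and from 23 dph to 37 dph 1456 rose and 828 fell. With upper-quartile normalization in place of TMM, the median log2 fold change of all genes moved from 0.00 to 0.13 between 3 dpf and 15 dph and from -0.04 to -0.11 between 15 dph and 37 dph, and more genes rose than fell in each comparison under both. From the similarity of 15 dph and 23 dph, the paper proposes that metamorphosis began in the transcriptome before the change in morphology could be seen.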

### ATAC-sequencing quality control

In Table 2 we present a statistical report of ATAC-seq experiments, including the number of reads, mapping reads and IDR peaks. We evaluated the insert size distribution as an indication of the quality of detection of accessible regions (Fig. 3a). The fragment size distribution exhibits a clear periodicity of approximately 200 bp, corresponding with the position of nucleosomes^26^. Only nucleosome-free reads (fragments < 150 bp) were used for our analyses. Transcription start sites (TSS) were highly enriched in ATAC-seq signal at the four tested stages (Fig. 3b) supporting the good quality of our data. After calling peaks in all replicates using MACS2, we applied the IDR method to identify peaks that are consistent across replicates for each stage. We obtained more reproducible peaks at the earliest stage; the number of peaks is reduced at later stages of development (Table 2). As previously described for RNA-seq samples, replicates correlated well according to their stage, and the earliest stage was also the most divergent. Besides, we also observed a particular similarity between ATAC-seq samples at pre-metamorphic and climax stages (Fig. 3c-d).

**Table 2:** ATAC-sequencing summary showing mapped reads and IDR peaks results.

	N raw reads	Mapped reads	%mapped	IDR peaks
**3dR1**	77642947	66322605	85.42	94714
**3dR3**	73276717	59955010	81.82	94714
**15dR1**	81578826	68852529	84.40	57611
**15dR2**	94320298	77927430	82.62	57611
**23dR1**	70832563	62757651	88.60	47853
**23dR3**	80096654	70236756	87.69	47853
**37dR2**	117213773	99561379	84.94	46248
**37dR3**	99505659	85355954	85.78	46248

**Fig. 3:**
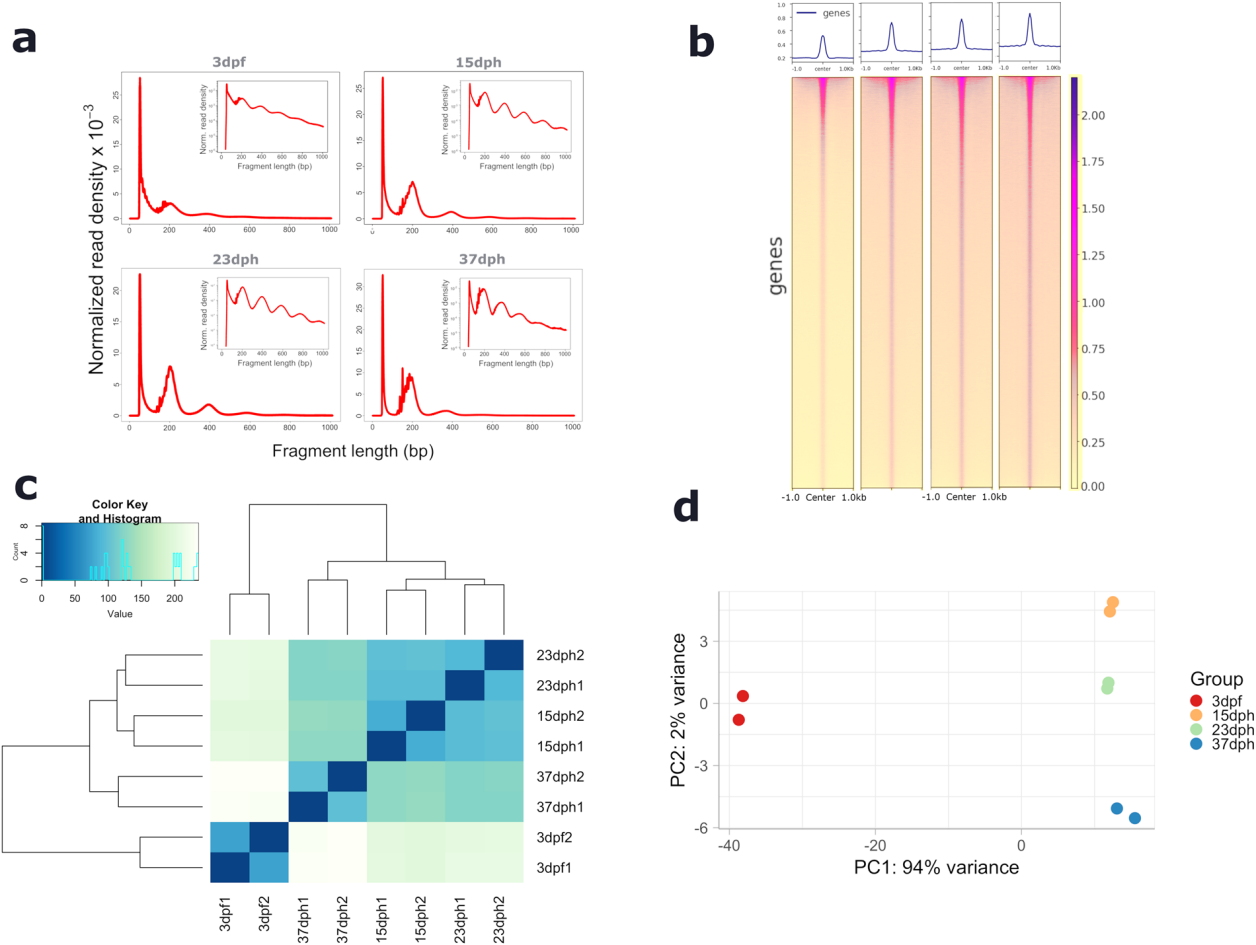
Quality metrics of ATAC sequencing data. (**a**) Fragment size distribution of ATAC sequencing profile at phylotypic, pre-metamorphic, climax and post-metamorphic stages. (**b**) Heatmap of ATAC-seq signal TSS region around 2 kb at 4 stages of turbot developmental. (**c**) Heatmap sample-to-sample distance for ATAC-seq dataset. (**d**) PCA plot showing clustering between 8 ATAC-seq samples based on their similarity.

### Stage-specific gene expression

We could identify stage-specific overexpressed genes using a hierarchical clustering (Fig. 4a). 

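A gene was counted as having a peak of expression at a stage when edgeR's quasi-likelihood test called it higher there than at each of the other 3 stages, with a log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p-value under 0.05 in every comparison. The paper's text gives no numeric criterion for its own selection. Of 18987 genes tested, 1876 had their peak at 3 dpf, 6 at 15 dph, 7 at 23 dph and 1127 at 37 dph. The count at 3 dpf moved most with no minimum fold change, to 3927 genes. The other counts moved most when each stage was compared with the mean of the other 3, which gave 3027 genes at 3 dpf, 1570 at 15 dph, 1637 at 23 dph and 3326 at 37 dph. Of the genes called in that way at 15 dph and at 23 dph, 826 were called at both stages.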

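Peaks of expression were also counted without a test. Among 18405 genes with a mean of at least 1 CPM at their highest stage, 1848 had a mean at 3 dpf at least 2 times that of each other stage, and the numbers were 62 at 15 dph, 13 at 23 dph and 1184 at 37 dph. The genes shared with the edgeR counts were 1818 at 3 dpf, 6 at 15 dph, 7 at 23 dph and 1112 at 37 dph. The count at 23 dph was 27 without replicate 1 of 37 dph and 8 without replicate 2 of 37 dph. Fuzzy c-means clustering, the algorithm behind Mfuzz, was run on the standardized stage means of 18588 genes with 12 clusters and a membership of at least 0.5. Clusters with a centre highest at one stage and below the mean of the gene at the other 3 held 3261 genes at 3 dpf, 0 at 15 dph, 0 at 23 dph and 734 at 37 dph. When each cluster was instead given to the stage of its highest centre, a rule chosen after seeing the data, the clusters held 6815, 2167, 207 and 5586 genes at 3 dpf, 15 dph, 23 dph and 37 dph.

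**Figure D2:**
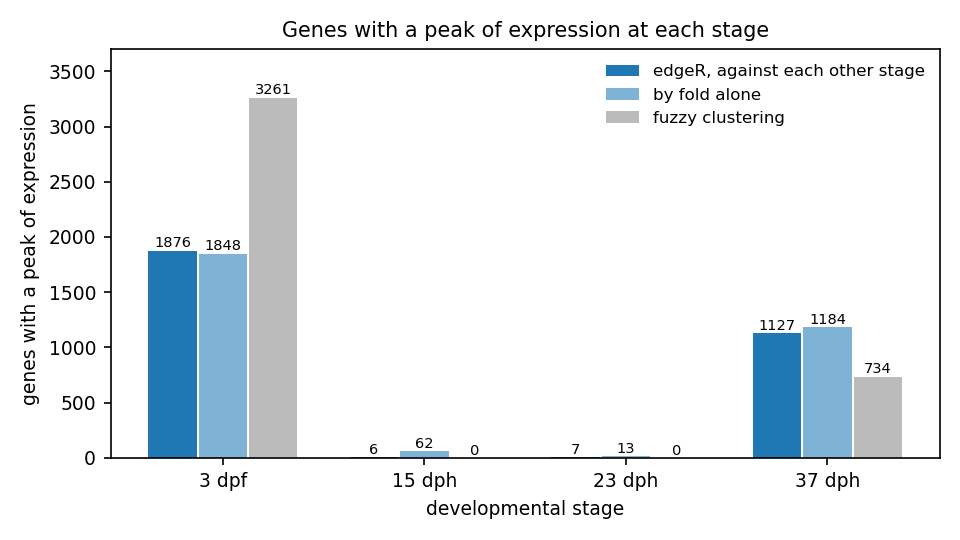
Number of genes with a peak of expression (y axis) at each stage (x axis) by the edgeR criterion, by fold alone and by fuzzy clustering with centres below the mean at the other 3 stages. At 15 dph the bars stand at 6, 62 and 0 genes and at 23 dph at 7, 13 and 0.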

Genes with a peak of expression at phylotypic (1,708 genes), pre-metamorphic (351 genes), climax of metamorphosis (296 genes) and post-metamorphic (898 genes) stages were selected. 

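The deposited tables name genes by Ensembl identifier only, and the gene table used here holds 0 entries with an Ensembl identifier, so ontology terms were not analysed here. Of the genes with a peak in the edgeR test, a mean of at least 10 CPM at that stage and both replicates above every other library, the one with the largest log2 fold change over its nearest stage is given for each stage. ENSSMAG00000010389 stood at 327 ± 43.9 CPM (SD, n = 2) at 3 dpf and had at most 2 counts in any later library, so it was at least 1528-fold higher at 3 dpf. ENSSMAG00000015827 stood at 138 ± 41.7 CPM (SD, n = 2) at 15 dph and 36.0 ± 1.93 CPM (SD, n = 2) at 23 dph, a log2 fold change of 1.94 (standard error 0.28, adjusted p = 0.0069 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSSMAG00000004497 stood at 9477 ± 925 CPM (SD, n = 2) at 23 dph, 3665 ± 44.1 CPM at 15 dph and 3569 ± 630 CPM at 37 dph, with a log2 fold change of 1.37 over 15 dph (standard error 0.28, adjusted p = 0.036 in the same edgeR test). ENSSMAG00000008444 stood at 223 ± 98.6 CPM (SD, n = 2) at 37 dph and 1.84 ± 0.84 CPM at 3 dpf, the nearest stage, a log2 fold change of 6.94 (standard error 0.42, adjusted p = 2.2e-07 in the same edgeR test). Whether reads of these genes were shared with near-identical copies was not analysed here.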

In an effort to corroborate that our RNA-seq data profile is reproducible, we performed gene ontology analysis with a set of selected genes exclusively up-regulated at each turbot developmental stage (Fig. 4b). The phylotypic stage cluster presents an enrichment of ontology terms such as anterior/posterior pattern specification, in which hox family genes are included, or neural tube closure. Genes up-regulated at pre-metamorphic stage were related to synaptic function (*e.g*., synapse assembly, chemical synaptic transmission) and actomyosin structure organization. Genes up-regulated at the climax of metamorphosis were associated with the immune system (for example with the ontology term of cellular-response to interferon-gamma), in line with other previously published studies^27,28^.

**Fig. 4:**
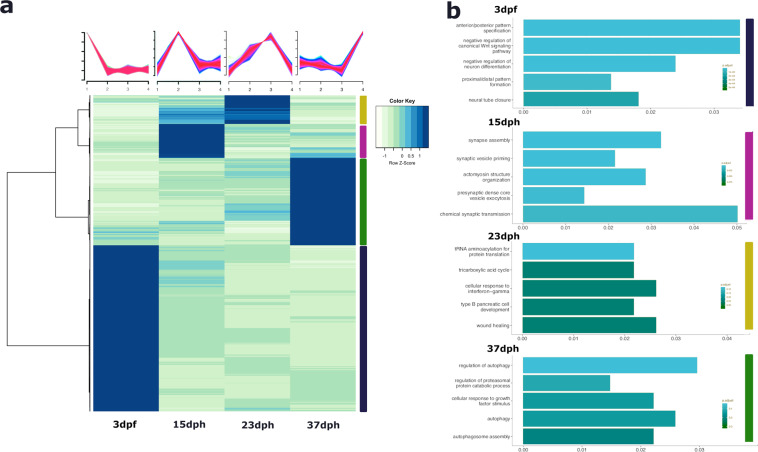
Visualization and analysis of gene expression profile across four developmental stages in turbot. (**a**) Hierarchical heatmap showing the expression pattern of overexpressed genes at each stage. (**b**) Gene ontology enrichment analysis of the clustered genes set depicted in 4a. Color code corresponding to each gene set, blue: 3 dpf; pink: 15 dph; yellow: 23 dph and green: 37 dph.

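In the edgeR sets, the smallest of a gene's 3 log2 fold changes had a median of 1.57 for the 3 dpf genes and 1.46 for the 37 dph genes, with genes at 3 counts or fewer in the compared stage held at the bound those counts allow. It was 1.32 for the 6 genes of 15 dph and 1.21 for the 7 genes of 23 dph. On that scale 213 of the 3 dpf genes and 71 of the 37 dph genes were at least 8 times every other stage. The next-highest stage was 15 dph for 51.7% of the 3 dpf genes and 23 dph for 80.7% of the 37 dph genes.

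**Figure D3:**
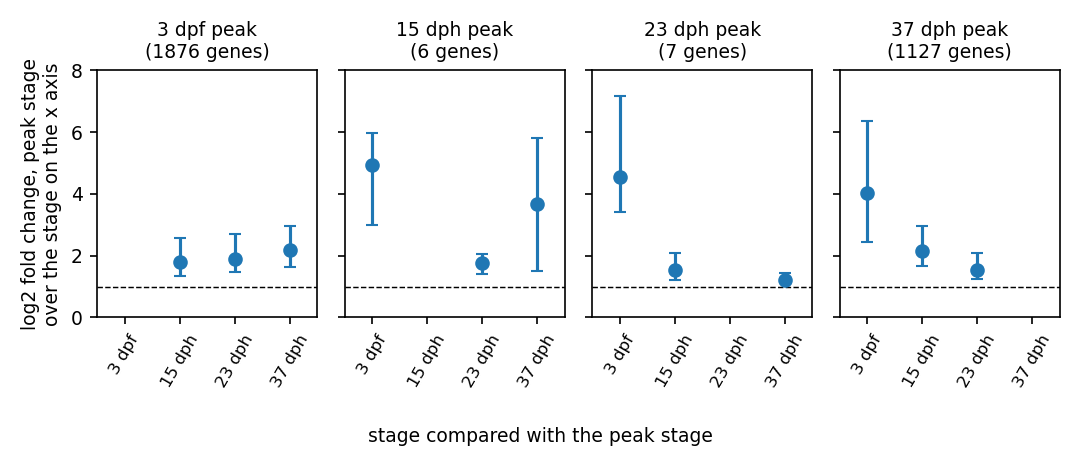
Median fitted log2 fold change of the peak stage over each other stage (y axis, points) with the quartiles (bars), by compared stage (x axis), for the genes with a peak at each stage in the edgeR test. The dashed line is the minimum log2 fold change of 1. The 37 dph genes have a fitted median of 4.02 over 3 dpf and 1.52 over 23 dph. With the 194 of these 1127 genes at 3 counts or fewer at 3 dpf held at their bound, the median over 3 dpf is 3.78.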

### Stage-specific transcription factor (TF) motifs

As described above, using a soft clustering tool for our time series data, we selected a unique set of accessible peaks for each developmental stage, obtaining 14,235, 6,516, 3,215 and 5,053 peaks at the phylotypic, pre-metamorphic, climax and post-metamorphic stages, respectively. Subsequently, using Homer software suite, we identified a set of stage-specific TF motifs (Fig. 5). We found that the phylotypic stage does not share any TF motifs with the other stages, but pre-metamorphic, climax and post-metamorphic stages do. Looking more closely, at the phylotypic stage we found TF motifs strongly correlated with early development (*e.g*., SOX family, RARa, THRb). Focusing on pre-metamorphic and climax stages as a single set, we observed interesting overlapping TF motifs: Otx2, involved in eye development as a possible recapitulation of early development to allow eye migration^29^ or Twist2, potential player in the remodeling of existing organs in Xenopus metamorphosis^30^. Motifs for TF important for the activation of myogenesis during metamorphosis (*e.g*., Myf5, MyoG, RUNX) were identinfied in the climax-specific peaks. Finally, following the timeline, chromatin regions accessible at the post-metamorphic stage were associated with p53 family TF motifs. This suggests the need to assure genome stability after a period of change involving new tissue formation and apoptosis processes. Taking together, the reproducibility of replicates, the similarity with RNA-seq results and the stage-specific TF found demonstrate that the atlas of accessible chromatin presented in this work can reliably serve as a reference for future studies.

**Fig. 5:**
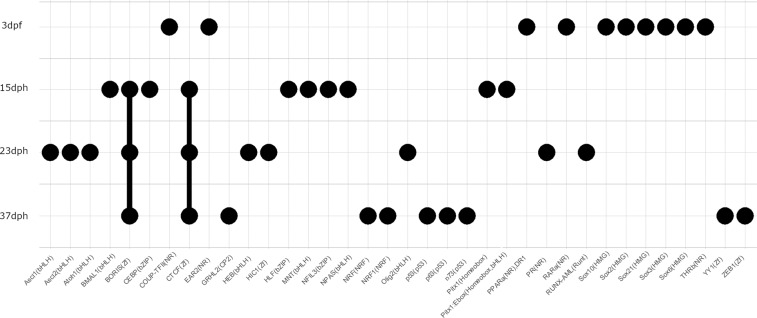
Top 10 transcription factor motifs analyzed at each developmental stage in ATAC-seq profile.

## Data Availability

We relied on open source tools to perform data analysis. Custom code performed in R used in this analysis have been published in the following repository: https://github.com/GuerreroP/FISHRECAP-ATAC-RNA.

How the deposited data were processed for this re-analysis (not part of the article)

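RNA was sequenced from 2 turbot at each of 4 stages, as whole animals at 3 dpf and as bodies with the part behind the cloaca cut off at 15, 23 and 37 dph. The authors checked the reads with FastQC 0.11.8, removed adapters with Trimmomatic, mapped the reads with STAR 2.7.9a to the assembly ASM1334776v1 and counted them per gene with HTSeq-count 2.0.2. The deposited values are raw counts for 21263 genes in each of 8 libraries, with no normalization and no pooling of replicates. The paper's text does not name the strand setting or the annotation release of the counting. Overlapping and antisense genes, and genes with near-identical copies, may therefore share reads in ways the tables do not show.

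Each table ends with 5 summary entries that name no gene. They were kept out of library sizes and tests. Of the aligned entries, 15.3% to 18.9% had no feature, 1.63% to 2.57% were ambiguous and 2.52% to 7.00% were not unique, and the not aligned entries were 48.7% to 49.3% of all entries in a table. The counts on genes ranged from 19077018 to 24633023 with a median of 21101789. A count of 0 allows up to 3 counts, and such limits cover counting error only.

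Tests used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr, which kept 18987, and normalized by TMM. The quasi-likelihood fit held all 8 libraries and 4 stage means, with 4 residual degrees of freedom. A gene differed between 2 stages at a Benjamini-Hochberg adjusted p-value under 0.05 within the comparison and a log2 fold change of at least 1 in size, over 6 pairs of stages. A peak needed this against each of the other 3 stages. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. Peaks by fold alone needed a mean CPM of at least 1 and at least 2 times the mean of each other stage. Median-ratio size factors and variance-stabilized counts came from DESeq2 1.42.0, with distances on genes with at least 10 counts in total and principal components on the 500 most variable genes. Fuzzy c-means came from e1071 1.7.16, with 12 clusters, a fuzzifier of 2.50 from the formula used by Mfuzz, 5 random starts and genes with a mean of at least 10 normalized counts.

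The edgeR procedure was tested on simulated data with the genes and depths of the real libraries. Each simulated gene had the same spread at every stage. In the real libraries the biological coefficient of variation was 8.15% at 15 dph and 22.0% at 3 dpf. All 200 genes raised at one stage were recovered with 0 calls of unchanged genes. The raised genes were well counted and changed at least 4-fold. Recovery near the minimum of 2-fold was therefore not tested, while the real peaks had a median smallest log2 fold change of 1.32 at 15 dph and 1.21 at 23 dph. Simulated data with no change gave 0 genes with a peak and 4 calls over the pairwise comparisons of 18987 genes. Fuzzy clustering recovered at least 98.2% of single-stage peaks among 4000 generated genes, not drawn from the libraries. Those peaks were 4-fold and equally many at each stage. Rare peaks were not simulated, so the recovery does not bear on the 0 genes at 15 and 23 dph.

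The alternatives covered normalization, the filter on low counts, the minimum fold change, the test, the number of clusters, the membership limit, the transform, each replicate left out in turn, and the replicate number as a block. Others were added after the data were seen, among them the random thinning of every library to the smallest total and limma's voom with a weight for each stage. The main analysis, the alternatives not described as added and the rule for named genes were written before the data were examined. The rule considered genes with a peak, a mean CPM of at least 10 and both replicates above every other library. It took up to 3 genes per stage with the largest smallest log2 fold change, and the first at each stage is named. At 15 dph only 2 genes had a peak and a mean CPM of at least 10.

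The gene table used for names holds 26628 genes of another assembly, ASM2237912v1, and 0 entries with an Ensembl identifier, so no identifier of the count tables could match it. The planned tests of gene lists for ontology terms, transcription factors, the thyroid axis and markers in the 3 dpf libraries need gene names and were not run. Chromatin accessibility was not analysed here.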

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

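Here the comparison of libraries with similar depth and the test of genes near the detection limit were chosen only after seeing the results. The thinning of libraries, and every alternative for the genes lowest at a stage, were also added after the data were seen. No group held enough libraries for a test of single outlying libraries, since each stage has 2.

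The share of aligned entries that were not unique, which the paper does not report, was 2.61% ± 0.13 (SD, n = 2) at 3 dpf, 4.70% ± 0.31 at 15 dph, 5.36% ± 0.092 at 23 dph and 6.81% ± 0.27 at 37 dph. Unequal depth is argued against: the 2 libraries of different stages with the closest number of aligned entries, replicate 2 of 3 dpf and replicate 2 of 15 dph, differed by 1.95 percentage points, and replicates of those stages by at most 0.44. The share of gene counts in the 20 most abundant genes rose in the same order of stages, to 22.8% at 37 dph. That order cannot be told apart from any other measure that rises with the stage. The sizes did not run in parallel, since the share not unique rose 1.80 times from 3 dpf to 15 dph and the share of the 20 genes 1.18 times, against 1.14 and 1.49 times from 15 dph to 23 dph. The part of the body sampled could bear only on the step from 3 dpf to 15 dph, since the later stages were cut alike and the share still rose between them. Stage remains open and was not tested.

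The paper counts genes with a peak, and the mirrored count was added here after the data were seen. Genes lower at a stage than at each of the other 3 numbered 3736 at 3 dpf, 18 at 15 dph, 0 at 23 dph (11 at an unadjusted p under 0.05) and 469 at 37 dph. Unequal depth is argued against, since 3695 genes were lowest at 3 dpf after every library was thinned to the smallest total. The choice of normalization is argued against, since the smallest count under 3 other normalizations was 3694. Each of them scales relative counts, so a shift shared by most genes stays open. Genes near the detection limit are argued against as the whole cause. Of the 3736 genes, 533 had 3 counts or fewer in both 3 dpf libraries, and with the level at 3 dpf held at no less than 3 counts, 3696 had a mean at each later stage at least 2 times that at 3 dpf. For the other 40 the limit stays open. A biological difference between 3 dpf and the later stages stays open, and whole animals at 3 dpf against partial bodies later were not separated from stage by the design.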

How the results depend on the processing

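Of 332 values recomputed under alternatives, 249 stayed within a set limit and 83 did not. For counts of genes the limit was 1.5 times the count. For correlations it was the SD of r over the stages, and for distances the SD over pairs of libraries. For principal components it was the SD over the results with each library left out. These limits do not measure the variation between replicates. In each paragraph the cause of a change was not tested unless the setting itself gives it. The gene list, transcription factor, thyroid axis and 3 dpf marker alternatives were not run, for want of gene names. With 1 replicate of a compared stage left out, no calls were made.

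The replicate correlation moved on log2(normalized count + 1) to 0.986 at 3 dpf and 0.985 at 37 dph, and with Spearman's rho to 0.986 at 3 dpf. The distance of 3 dpf from the later stages over that between later stages was 2.31, and was 2.05 with rlog and 2.90 on the 2000 most variable genes. The distance from 15 to 23 dph over that from 23 to 37 dph was 0.67, and was 0.64 with rlog, 0.69 with log2 CPM, 0.69 on the 2000 most variable genes, and from 0.62 to 0.71 with each replicate left out. Over the replicate distances it was 1.74, and was 1.78 with rlog, 1.62 with log2 CPM, 2.39 on the 2000 most variable genes, and from 1.64 to 2.03 with each replicate left out. All of these stayed on the same side of 1. The first and second components held 78.2% and 14.4% of the variance with all genes and 81.7% and 15.3% with rlog. With each replicate left out the first held from 81.7% to 92.9% and the second from 5.70% to 15.6%, and leaving out replicate 1 or replicate 2 of 3 dpf gave 82.8% and 81.7% for the first.

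With no minimum fold change, which admits more genes by construction, 11505 genes differed between 3 dpf and 15 dph, 11745 between 3 dpf and 23 dph, 8210 between 15 and 37 dph and 5147 between 23 and 37 dph. Peaks then numbered 3927, 18, 19 and 2044 at 3 dpf, 15 dph, 23 dph and 37 dph. From 15 to 23 dph 173 genes differed among genes with at least 10 counts in every sample, 734 when only the 4 samples of these stages were fitted, and 836 in limma's voom with a weight for each stage, chosen after seeing the data. Of the 836, 595 rose and 241 fell, or 71.2% higher against 88.1% in the edgeR fit. Peaks with at least 10 counts in every sample numbered 3 at 15 dph and 3 at 23 dph, a filter that tests fewer genes. With weights for each stage, 43 genes peaked at 15 dph. Against the mean of the other 3 stages there were 3027, 1570, 1637 and 3326 peaks.

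By fold alone, a mean CPM of at least 10 left 6 genes at 15 dph and 8 at 23 dph. The count at 23 dph ran from 8 to 27 with each replicate left out: 27 without replicate 1 of 37 dph, 21 without replicate 2 of 15 dph and 8 without replicate 2 of 37 dph, against 13. With any fold and both replicates above every other library, added after seeing the data, the counts were 5312, 1839, 813 and 3728, or 28.9%, 9.99%, 4.42% and 20.3% of genes where chance gives 3.57%. That chance rate takes all libraries as interchangeable, which the differences between stages rule out.

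Fuzzy clustering depended on its settings. At 3 dpf it held 5383 genes with 8 clusters and 1911 at a membership of at least 0.7. At 37 dph it held 1369 with 8 clusters, 1888 with 20 clusters, 1426 at a membership of at least 0.3, 303 at 0.7 and 0 on log2(normalized count + 1). After seeing the data, 3 settings were added to the 5 set before. A smaller fuzzifier gave 2481 genes at 37 dph with 12 clusters, and 6117 at 3 dpf and 5281 at 37 dph with 4. Giving each cluster to the stage of its highest centre was tried because 15 and 23 dph held 0 genes, and gave 6815, 2167, 207 and 5586. It was the only one of the 8 settings with genes at 15 or 23 dph.

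The genes lowest at a stage, a count added after seeing the data, were 33 at 15 dph with DESeq2, 11 with upper-quartile normalization, 9 with at least 10 counts in every sample, 48 with weights for each stage and 34 with no minimum fold change. At 23 dph they were 3 with DESeq2, 5 with weights and 1 with no minimum fold change, and at 37 dph 1590 with no minimum.

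The replicate numbers of the stages were compared across genes for a pairing. The correlations of the deviations from the stage means ran from -0.14 to 0.23 over 6 pairs of stages. The sample labels give no pairing beyond the number. With 2 libraries per stage, these correlations cannot exclude a batch shared by some of the samples. With the replicate number as a block, peaks numbered 1852, 7, 9 and 1117, and 382 genes differed between 15 and 23 dph.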

Differences from the paper's values

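The paper counts 351 genes with a peak at the pre-metamorphic stage and 296 at the climax, where the edgeR criterion gave 6 and 7. None of the alternatives set before the data were examined closed either gap. They gave from 3 to 1570 genes at 15 dph and from 3 to 1637 at 23 dph, the highest being the comparison with the mean of the other 3 stages. With weights for each stage, chosen after seeing the data, the counts were 43 and 10. At 3 dpf the edgeR count was 1876 and the paper's is 1708, and at 37 dph 1127 against the paper's 898.

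By fold alone, 62 genes peaked at 15 dph against the paper's 351 and 13 at 23 dph against the paper's 296. None of the 10 alternatives set before the data were examined closed the gaps. Median-ratio normalization gave 54 and 13 genes, a mean CPM of at least 10 gave 6 and 8, and leaving out each replicate in turn gave from 42 to 90 and from 8 to 27. Counting any fold with separated replicates, chosen after seeing the data, gave 1839 and 813.

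Fuzzy clustering gave 3261 genes at 3 dpf against the paper's 1708, and of the alternatives set before the data were examined only a membership of at least 0.7 came within 1.5 times of it, with 1911 genes. At 15 and 23 dph it gave 0 genes against the paper's 351 and 296, and 0 under all 5 alternatives set before the data were examined. Giving each cluster to the stage of its highest centre gave 207 genes at 23 dph, within 1.5 times of the paper's 296. This rule was chosen after seeing the values, with the paper's counts known, as 1 of 3 added settings, and it gave 6815 genes at 3 dpf, 2167 at 15 dph and 5586 at 37 dph, each further from the paper's 1708, 351 and 898 than the 3261, 0 and 734 of the planned rule.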

Other observations

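Some tests in this part were chosen only after the results had been seen. They are those on the replicate numbers, the entries not aligned, the minimum fold change and the 37 dph replicates. The setting with no minimum fold change was itself among the alternatives set before the data were examined. Thinning and weights for each stage, which other tests here use, were settings added after the data were seen.

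Few genes peaked at 15 and 23 dph in the edgeR fit. A spread shared with the more variable 3 dpf and 37 dph replicates is argued against as the whole cause, since weights for each stage gave 53 genes over both stages. The minimum fold change is argued against as the whole cause in the edgeR fit, since 37 genes peaked without it. Without a test, any fold with both replicates above every other library gave 1839 genes at 15 dph and 813 at 23 dph. These were 9.99% and 4.42% of genes, where chance gives 3.57% if all libraries are interchangeable. The stages differ, so that rate is no baseline for 2 stages close in expression. Whether the added genes have true small peaks cannot be told from these counts. Small differences between adjacent stages may account for the low counts, as a hypothesis: by fold alone, with no test, 75 genes over both stages were at least 2 times every other stage. Among the 1570 and 1637 genes above the mean of the other stages at 15 and 23 dph, 20 were called at least 2-fold higher at 15 dph than at 23 dph and 207 the reverse.

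More genes peaked at 3 dpf than at any other stage when each stage was compared with each other stage in the edgeR fit. Against the mean of the other 3 stages the order was reversed, with 3326 genes at 37 dph and 3027 at 3 dpf. The tests that follow concern the first criterion only. Unequal depth is argued against, since 1869 peaked there after thinning. The choice of normalization is argued against, since 3 dpf led the next stage by at least 539 genes under 3 other normalizations. All of them scale relative counts, so a shift shared by most genes stays open. The part of the body sampled cannot be told apart from the stage, because 0 libraries of partial bodies were made at 3 dpf.

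The replicates of 3 dpf lay 1.77 times as far apart as those of 15 dph. Lower depth is argued against by a ratio of 1.75 after thinning, and a few variable genes by 1.94 without the 1% of genes that differ most in each pair. An age difference along the change from 3 dpf to 15 dph is argued against by a cosine of 0.044 between that change and the replicate difference. The names of the deposited tables of these 2 libraries give one age counted from fertilization and one counted from hatching, while the sample labels and the paper give 3 dpf for both. An age difference within early development therefore stays open, and it was not tested.

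Replicate 1 of 37 dph lay 110 from the 23 dph libraries on average and replicate 2 lay 96.0, a ratio of 1.15. Lower depth of replicate 1 is argued against, since the ratio was 1.14 after thinning. The difference between the replicates had a cosine of 0.26 with the change from 15 to 23 dph, between the values set for and against a position of replicate 1 further along that change, so the 2 cannot be told apart with 1 pair of fish. A related cosine, with the change from 23 to 37 dph, had been seen before this test was written.

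The genes that differed between 15 and 37 dph were used to place 23 dph between them, a measure added after seeing the data. The median position over 4133 genes was 0.32 of the way from 15 dph, with quartiles of 0.17 and 0.48, and 76.8% of genes lay below the midpoint. In age, 23 dph was itself nearer to 15 dph than to 37 dph. A steady change with age would therefore also place it below the midpoint. With each replicate left out the median ran from 0.30 to 0.34.

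Of the 8 libraries, 3 had a sum of uniquely placed reads within 100 of the mapped reads in the paper's Table 1 under the same replicate number, 2 under the other number and 3 under neither. The paper's Table 1 lists equal clean and mapped reads for replicate 2 of 3 dpf and replicate 1 of 15 dph. For replicate 1 of 15 dph, which is one of the 3, the clean reads and the percentage in Table 1 give 26400050 mapped reads, and the sum of 26401022 differs from that by 972. At 23 dph a plain exchange of replicate numbers is argued against, since replicate 1 matched the other number and replicate 2 differed from its counterpart by 368539 reads. At 3 dpf it is also argued against: replicate 2 matched the other number, but the clean reads and the percentage that Table 1 gives for replicate 2 yield 23280960 mapped reads, and replicate 1 differed from that by 2276579. No biological explanation was tested.

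Entries listed as not aligned were 48.7% to 49.3% of each table. Read pairs that STAR left unplaced are argued against, since the smallest such entry was 7.43 times the largest difference between clean and mapped reads in the paper's Table 1. No biological explanation was tested.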
